# Comparative transcriptomic analysis of bovine papillomatosis

**DOI:** 10.1186/s12864-018-5361-y

**Published:** 2018-12-19

**Authors:** Débora M. Barreto, Gerlane S. Barros, Lucas A. B. O. Santos, Rosilene C. Soares, Marcus V. A. Batista

**Keywords:** Bovine papillomavirus, RNA-seq, Differently expressed genes, Keratinocyte, Apoptosis, Immune response

## Abstract

**Background:**

Bovine papillomavirus (BPV) belongs to the Papillomaviridae family and infects epithelial cells of bovines and closely related animals, causing hyperproliferative lesions known as warts or papillomas, which may regress or progress to form benign or malignant tumors. The virus enters the host cell and interacts with it by altering the regulation of genes that are responsible for controlling the cell cycle, thus triggering lesion formation. It is not yet known which host genes are regulated by viral infection. Therefore, the objective of this study was to make use of next-generation RNA sequencing methods to identify differentially expressed genes associated with BPV infection, which might elucidate possible marker genes that could be used to control the disease.

**Results:**

Transcriptome analysis revealed that 1343 genes were differentially regulated (FDR < 0.05). A comparison of gene expression in infected and noninfected cows indicated that 655 genes were significantly upregulated, and 688 genes were significantly downregulated. Most differentially expressed genes were associated with BPV infection pathways, which supports the hypothesis that viral infection was the mechanism associated with this regulation.

**Conclusions:**

This is the first study that focused on a large-scale evaluation of gene expression associated with BPV infection, which is important to identify possible metabolic pathways regulated by host genes for lesion development. In addition, novel targets could be identified in order to find ligands that interact with BPV, with the aim of interrupting the infection cycle.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5361-y) contains supplementary material, which is available to authorized users.

## Background

With a herd of 218.23 million head of cattle and annual milk production of 33.62 billion liters [1], Brazil has the second largest cattle herd in the world and is the fifth largest producer of milk [2, 3]. US Department of Agriculture (USDA) data show that Brazil is the second largest producer of commercial beef of the world, with annual production of 2.586 million tons. These data show the strategic position of cattle in the country’s economy. However, some pathogens are known to affect the level of this production by causing severe damage to animals and great losses for producers. Among these pathogens is the bovine papillomavirus (BPV), which causes bovine papillomatosis in cattle in Brazil and several other countries. The virus mainly affects young animals, causing cutaneous and mucosal lesions that can be minimized using chemicals, surgical removal or cauterization of lesions, and autogenous vaccine usage. If left untreated, lesions may develop into malignant tumors [4, 5].

The process of viral infection is coupled to replication of the viral genome. This process depends on different host genetic factors. During infection, host genes are inhibited or activated by pathogen proteins [6]. Studies have shown that the virus regulates these genes to ensure an increase in the copy number of the viral genome and thereby trigger the infection process [6, 7]. However, it is not yet known which of these host genes are regulated by viral infection.

In the present study, we have analyzed the differential expression of genes involved in the host-pathogen relationship, thus contributing to the development of new markers associated with viral infection. Next-generation RNA sequencing technology (RNA-seq) allows detailed profiling of gene expression levels. In this type of sequencing, a large amount of RNA sequence information is generated and requires automated analysis. This approach has been used successfully to study bovine mammary tissue [8–15] and to analyze differentiated keratinocytes during human papillomavirus infection [6], but none of these studies considered the effect of gene expression during bovine papillomavirus infection on the transcriptome. In this study, we used RNA-seq to gain unprecedented insight into the regulatory mechanisms underlying the effect of gene expression during bovine papillomavirus infection.

## Results

Histopathological analysis confirmed the presence of papillomatous lesions in three samples. The presence of hyperkeratosis of the epithelial layer, koilocytosis and acanthosis (Fig. 1a, b, c and d) were visualized through photomicrography. Such changes are characteristic of BPV infection [12]. In healthy animals, there was no histology compatible with papillomatous lesions. In addition, PCR detected the presence of the virus in all papillomatosis samples, and samples from healthy animals tested negative for viral DNA.

**Fig. 1:**
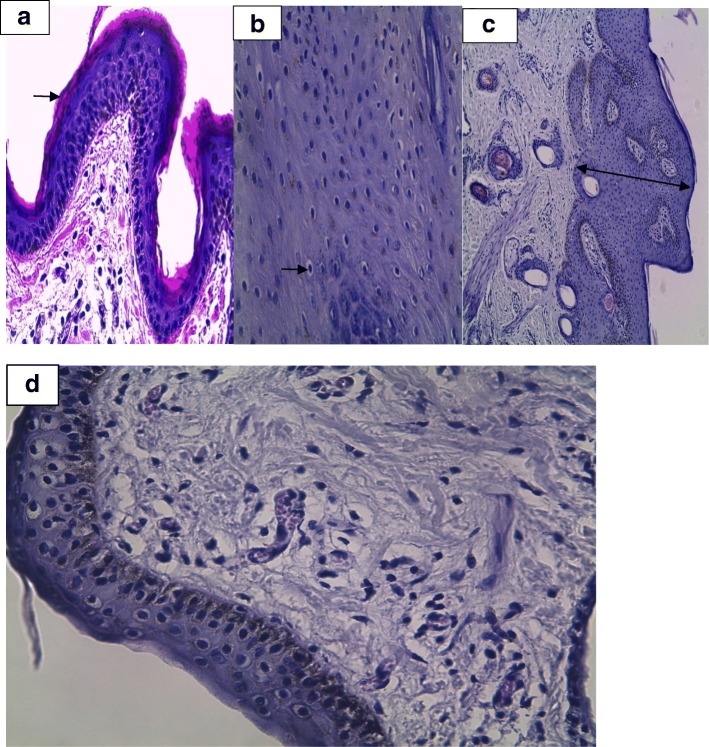
Photomicrographs of a wart stained by hematoxylin and eosin. **a** fragment of a papilloma. Hyperkeratosis of the epithelial layer with irregularity of the epidermis. Magnification: 40×. **b** visualization of koilocytosis at 40× magnification. **c** acanthose at 10× magnification. **d** noninfected animal tissue evidencing the epithelial layer without the presence of hyperkeratosis and acanthosis

### Sequencing, transcript mapping, and gene expression analysis

Six libraries generated with RNA samples from cows with papillomatous infection and healthy animals were sequenced. 

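For each of the 6 samples, 3 of skin from infected cows and 3 of skin from non-infected cows, the authors deposited expression values estimated by Cufflinks as FPKM (fragments mapped to a transcript, scaled to its length and to the fragments mapped in the sample), together with the coverage estimated for each transcript. The labels number the infected samples as replicates 1, 2 and 3 and the non-infected samples as replicates 1, 2 and 4. Every sample lists the same 14213 RefSeq identifiers, 13331 of protein-coding and 882 of noncoding transcripts, with positions on the UMD3.1 (bosTau8) assembly. A symbol was found for 13946 of them.

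The values carry no read counts, so counting intervals could not be computed. Coverage multiplied by transcript length and summed over transcripts gave 1568 to 1957 megabases in the infected samples, with a median of 1816 megabases, and 1499 to 1931 megabases in the non-infected samples, with a median of 1649 megabases. The paper's Additional file 1 gives 15028129 to 15920141 aligned read pairs per sample, with a median of 15669659, under names that could not be matched to the labels.

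Groups were compared with limma on log2(FPKM + 1), without further scaling, over the 10108 genes with an FPKM of at least 0.5 in at least 3 samples, and p-values were adjusted by the Benjamini-Hochberg method. A two-sided exact permutation test of 3 samples against 3 cannot give a p-value below 0.1, so single genes and sets are also described sample by sample. Across genes, which are not independent replicates, log2(FPKM + 1) of infected replicate 1 correlated with that of the other samples at 0.765 to 0.846, and the other samples correlated with each other at 0.884 to 0.955. 

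Replicate numbers 1 and 2 occur in both groups, although the animals differ. The deviations of same-numbered samples from their group means correlated across genes at a mean of 0.096, against -0.027 for samples with different numbers, so the pairing check found little shared deviation. Infected replicate 3 and non-infected replicate 4 have no partner, so a fit with the replicate number as a block compares replicates 1 and 2 of the groups, 2 samples against 2, with 1 residual degree of freedom in place of 4.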

RNA-sequencing generated a total of 121,722,238 raw paired reads with an average of 20 M reads per library. The alignment of reads showed that 87.56% (93,261,478) mapped to the bovine genome (UMD3.1.77, which has 24,617 annotated genes) (Additional file 1). Of the mapped reads, 82.38% mapped to unique positions, 14.15% mapped to multiple positions, and 3.62% were discordant alignments.

The distribution of transcript expression is shown in Additional file 2. 

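In each sample, FPKM spread over several orders of magnitude around a single main peak. The median FPKM of protein-coding identifiers above 0 was 4.38 ± 0.449 (SD, n = 3) in infected samples and 5.45 ± 0.857 (SD, n = 3) in non-infected samples. Identifiers with an FPKM of at least 1 numbered 8364, 8665 and 8992 in infected replicates 1, 2 and 3 and 9084, 9675 and 10204 in non-infected replicates 1, 2 and 4. Infected replicate 1 had 3101 identifiers at 0, of which 1154 were at 0 in that sample alone. The other samples had between 761 and 1622 identifiers at 0, and at most 74 at 0 in a single sample alone. The 10 highest protein-coding identifiers held 26.8% ± 1.42 (SD, n = 3) of the protein-coding FPKM in infected samples and 17.1% ± 3.48 (SD, n = 3) in non-infected samples, with every infected sample above every non-infected sample (two-sided exact permutation test, p = 0.1, the smallest possible).

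**Figure D1:**
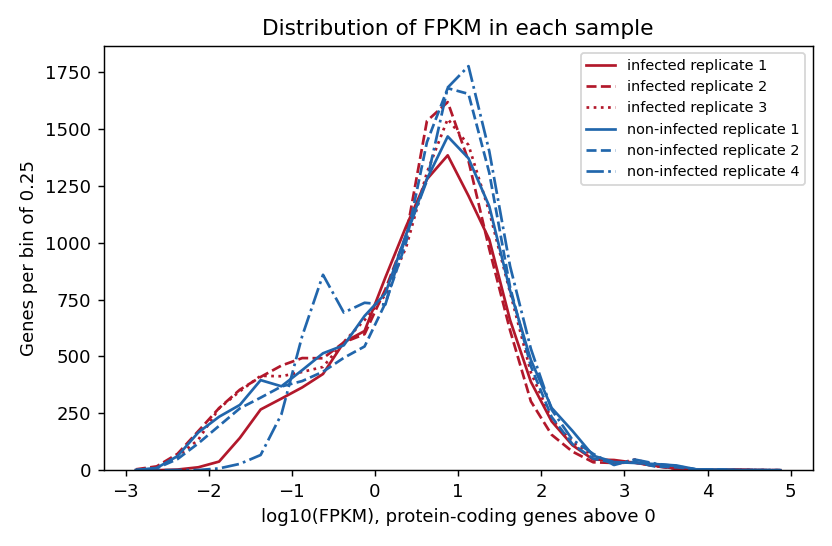
Number of protein-coding identifiers per bin of log10(FPKM) in each infected (red) and non-infected (blue) sample, for FPKM above 0. The lower tail is thinner in infected replicate 1 and starts later in non-infected replicate 4 than in the other 4 samples.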

A total of 14,213 genes were expressed, of which 1343 were significantly differentially regulated (FDR < 0.05) in a comparison of gene expression between infected cows and healthy animals. 

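An FPKM above 0 in at least 1 of the 6 samples was listed for 13616 identifiers. With an FPKM of at least 1 in at least 1 sample the number was 10650, and with an FPKM above 0 in every sample it was 10855.

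Of the 10108 genes compared with limma, 404 had an adjusted p-value under 0.05, and 2602 had an unadjusted p-value under 0.05. Leaving out 1 sample at a time moved the first number most, to between 12 and 814. With the replicate number as a block, which compares 2 samples with 2 and rests on the labels alone, 62 genes had an adjusted p-value under 0.05. When the pairs were crossed within the block, an alternative chosen after seeing the data and not called for by the pairing check, the number was 789. The main fit, of 3 samples against 3, was run on simulated data with 200 of 10108 genes changed by 3 on the log2 scale. It called 180 of the changed genes and 9 of the unchanged genes. The simulated samples did not differ in scale, so this does not cover false calls from unequal scaling.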

Of these, 655 genes were significantly upregulated and 688 were significantly downregulated in infected animals (Additional file 3).

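The limma comparison gave 44 genes higher and 360 genes lower in infected samples at an adjusted p-value under 0.05. The median log2 fold change over all 10108 genes was -0.38. After geometric (median-of-ratios) scaling of the samples the median was 0.02, with 43 genes higher and 70 lower. With the replicate block (2 samples against 2), 2 genes were higher and 60 lower.

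Of the 1343 names in Additional file 3, 1327 could be matched, to 1316 identifiers. The ratio of the group mean FPKM had the direction given there for 1293 of these identifiers, or 98.3%, and the opposite direction for 23. Without infected replicate 1 the share was 88.8%. Of the 1272 matched genes that limma tested, 345 had an adjusted p-value under 0.05, 42 of them higher and 303 lower. After geometric scaling 98 had one.

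The samples differed in how far they carried these directions. Of 675 genes listed as downregulated, 619 (91.7%) were lower in all 3 infected samples than in every non-infected sample. Of 641 genes listed as upregulated, 238 (37.1%) were higher in all 3 infected samples than in every non-infected sample, and 171 (26.7%) were higher in infected replicate 1 only. The corresponding numbers were 11 for infected replicate 2 only and 13 for infected replicate 3 only.

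Among genes with an adjusted p-value under 0.05 and no overlap between the groups, the largest rises were those of FABP4, S100A9, ARG2 (NM_001017942), BNIP3 and ISG15. The largest falls were those of MIR2296 (NR_031090), MUCL1 (NM_001308657), LOC785756 (NM_001206806), PAXX (NM_001100300) and BDA20 (NM_174761). Mean FPKM of ARG2 (chromosome 10, 80078677 to 80113797) was 16.7 ± 19.5 (SD, n = 3) in infected samples and 0 in every non-infected sample (log2 fold change 3.57, standard error 0.65, adjusted p = 0.0291 from limma). MUCL1 (chromosome 5, 25377222 to 25382428) had 90.8 ± 148 (SD, n = 3) in infected and 5049 ± 2606 (SD, n = 3) in non-infected samples (log2 fold change -7.85, standard error 1.38, adjusted p = 0.0264 from limma). LOC785756 had a log2 fold change of -6.86 (adjusted p = 0.0132 from limma), and BDA20 had one of -5.75 (adjusted p = 0.0480 from limma). With the replicate block, 4 of these 10 genes kept an adjusted p-value under 0.05, namely BNIP3, MIR2296, MUCL1 and PAXX. After geometric scaling the adjusted p-values of ARG2, ISG15, MUCL1 and BDA20 were 0.0595, 0.0606, 0.0589 and 0.0970, and those of the others stayed under 0.05. MIR2296 and PAXX were at 0 in every infected sample, with mean FPKM of 11910.3 ± 2558 and 62.7 ± 9.72 (SD, n = 3) in non-infected samples. The loci of ARG2, MIR2296 and PAXX overlap that of another listed gene.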

### qPCR validation of RNA-sequencing results

Our qPCR results confirm the differential expression patterns of RNA-seq obtained for infected and healthy animals. Differential gene expression identified by using qPCR was statistically significant (*P* < 0.0003). 

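In the deposited FPKM, 5 of the 9 genes measured by qPCR had an adjusted p-value under 0.05. BNIP3 (NM_001076366, chromosome 26, 51353508 to 51357472 on UMD3.1) rose from a mean FPKM of 24.6 ± 3.35 (SD, n = 3) in non-infected samples to 317 ± 131 (SD, n = 3) in infected samples (log2 fold change 3.55, standard error 0.34, adjusted p = 0.00517 from limma). FABP4 (NM_174314, chromosome 14, 46833665 to 46838053) rose from 182 ± 197 to 4188 ± 1259 (SD, n = 3 each; log2 fold change 5.02, standard error 0.69, adjusted p = 0.0152 from limma). IVL (NM_001105320, chromosome 3, 17882972 to 17884629) rose from 28.8 ± 6.23 to 177 ± 61.1 (SD, n = 3 each; log2 fold change 2.54, standard error 0.31, adjusted p = 0.0132 from limma). KRT78 (NM_001102077, chromosome 5, 27258342 to 27266308) rose from 17.2 ± 9.63 to 144 ± 120.2 (SD, n = 3 each; log2 fold change 2.81, standard error 0.56, adjusted p = 0.0361 from limma), and its adjusted p was 0.0639 after geometric scaling. BOLA-DYB (NM_001012679, chromosome 23, 7036910 to 7045346) belongs to a gene family whose members could share reads, and it fell from 61.4 ± 15.7 to 6.20 ± 7.01 (SD, n = 3 each; log2 fold change -3.80, standard error 0.82, adjusted p = 0.0438 from limma), with an adjusted p of 0.103 after geometric scaling.

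KRTAP3-1 (NM_001077104), DAPL1 (NM_001025346) and CST6 (NM_001012764) were lower in every infected sample than in every non-infected sample, with log2 fold changes of -5.62, -4.07 and -3.08 and adjusted p-values from limma of 0.0567, 0.0724 and 0.0759. Their mean FPKM in infected samples was 45.1 ± 71.8, 34.5 ± 30.2 and 2339 ± 2278 (SD, n = 3). In non-infected samples it was 549.9 ± 222, 321 ± 140.3 and 15329.8 ± 5991 (SD, n = 3). With the replicate number as a block, which leaves 2 samples against 2, 1 of the 9 genes, BNIP3, had an adjusted p-value under 0.05 (0.0458). FABP4, IVL, KRT78 and BOLA-DYB kept their direction in that fit, with adjusted p-values of 0.0645, 0.0646, 0.0611 and 0.0590, and so did KRTAP3-1, DAPL1 and CST6, with 0.0619, 0.164 and 0.138. Of the 9 genes, KRTAP3-1 moved most between fits that left out 1 sample, from -7.42 to -4.01.

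For UBA7 (NM_001012284, chromosome 22, 50991902 to 51000966) the groups overlapped. Its FPKM was 11.5, 5.99 and 31.1 in infected replicates 1, 2 and 3 and 8.77 ± 0.553 (SD, n = 3) in non-infected samples (log2 fold change 0.53, standard error 0.50, adjusted p = 0.505 from limma). With the replicate number as a block, which leaves out infected replicate 3, its log2 fold change was -0.017, and without infected replicate 3 it was -0.063.

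**Figure D2:**
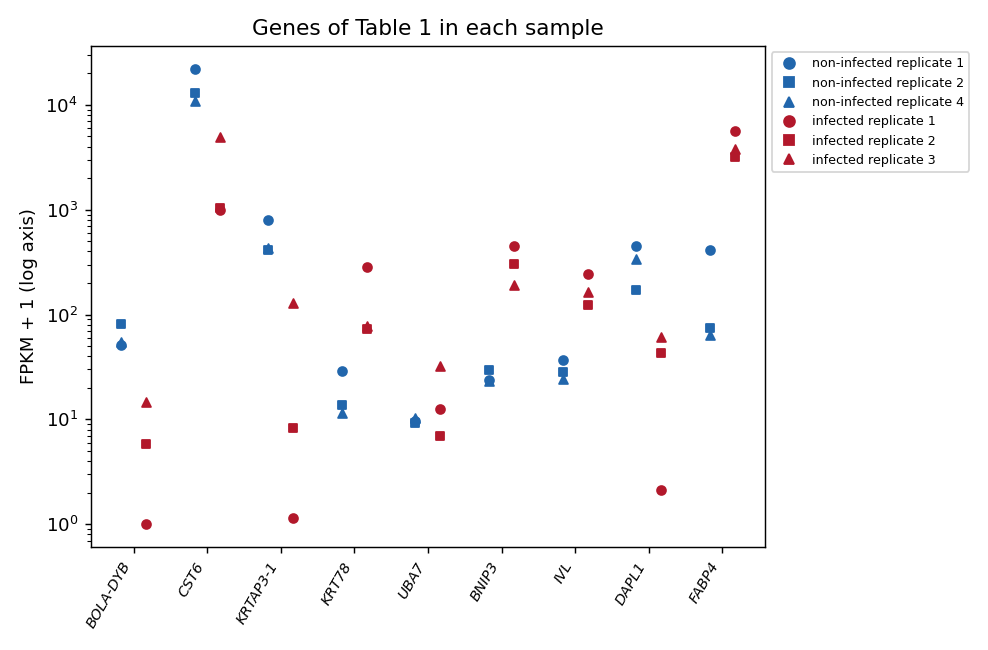
FPKM + 1 on a log axis of the 9 genes of Table 1 in each non-infected (blue) and infected (red) sample. All genes but UBA7 separate the 3 infected from the 3 non-infected samples.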

Differences in gene expression between the case and control groups were statistically significant when both methods were used, RNA-seq and qPCR (Table 1).

**Table 1:** Results of qPCR validation of RNA-sequencing data

Gene	qPCR		RNA-Seq	
	Fold change infected vs non-infected	*P*-value	Fold change infected vs non-infected	FDR *P*-value
BOLA	0.16	0.0003	0.12	0.0010
CST6	0.11	0.0001	0.17	0.0010
KRTAP3–1	0.02	0.0001	0.09	0.0010
KRT78	6.27	0.0001	11.81	0.0010
UBA7	1.22	0.0001	2.37	0.0010
BNIP3	7.46	0.0001	17.11	0.0057
IVL	3.27	0.0001	9.33	0.0010
DAPL1	0.04	0.0001	0.13	0.0010
FABP4	26.35	0.0001	34.87	0.0010

### Biological function enrichment and pathway analysis of differentially expressed genes

Of the differentially expressed genes, we identified 122 genes with immune function, 489 related to the cell cycle, 112 involved in the process of ubiquitination, and 42 in the process of apoptosis. 

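Beyond UBA7, BNIP3 and FABP4, Table 2 holds 20 genes, of which 19 passed the expression filter and 3 had an adjusted p-value under 0.05 from limma. ISG15 (NM_174366, chromosome 16, 52714627 to 52715654 on UMD3.1) had a mean FPKM of 158 ± 125 (SD, n = 3) in infected and 9.58 ± 2.69 (SD, n = 3) in non-infected samples (log2 fold change 3.40, standard error 0.74, adjusted p = 0.0442 from limma), with an adjusted p of 0.0606 after geometric scaling. S100A9 (NM_001046328, chromosome 3, 17176217 to 17178919) had 9121 ± 8071 and 373 ± 213 (SD, n = 3 each; log2 fold change 4.40, standard error 0.69, adjusted p = 0.0216 from limma). HEYL (NM_001024565, chromosome 3, 107032468 to 107047974) had 1.34 ± 1.10 and 6.52 ± 1.01 (SD, n = 3 each; log2 fold change -1.80, standard error 0.40, adjusted p = 0.0448 from limma), with an adjusted p of 0.101 after geometric scaling. For 10 of the 20 genes, every infected sample lay on one side of every non-infected sample, among them CTNNBIP1 (log2 fold change 1.57), CASP14 (3.32), ALOX12B (1.46) and CHP2 (0.90), whose adjusted p-values from limma were 0.0615, 0.101, 0.0726 and 0.159.

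With the replicate block (2 samples against 2), 0 of the 19 genes had an adjusted p-value under 0.05. That of S100A9 was 0.0664, that of HEYL 0.0891 and that of ISG15 0.111, and all 19 kept their direction.

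For several of the other genes the difference came from infected replicate 1. CXCL8 (NM_173925) had an FPKM of 376 in that sample, 0.846 and 0.292 in infected replicates 2 and 3 and 0.410 ± 0.222 (SD, n = 3) in non-infected samples (log2 fold change 2.79, standard error 1.82, adjusted p = 0.352 from limma). Leaving out infected replicate 1 changed its ratio of group means from 307 to 1.39. The same step changed the ratio of CXCL2 from 67.2 to 2.45, that of PLAUR from 5.66 to 0.657, that of HMOX1 from 4.19 to 0.599, that of YOD1 from 3.11 to 0.985, that of CSRP2 from 3.75 to 1.16 and that of JUNB from 2.44 to 1.19. The ratios of PLAUR, HMOX1 and YOD1 thus fell below 1. Their limma log2 fold changes were 0.87, 1.08 and 1.02 over all samples and -0.53, -0.28 and 0.062 without infected replicate 1. IL33, RNF19B and NME2 had log2 fold changes of -1.56, 0.85 and 0.47, with overlapping groups.

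TERT (NM_001046242, chromosome 20, 71263287 to 71279911) was below the expression filter. Its FPKM was 0.0652, 0.125 and 0.102 in infected samples and 0.367, 0.268 and 0.570 in non-infected samples, a ratio of group means of 0.243 (two-sided exact permutation test, p = 0.1, the smallest possible).

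**Figure D3:**
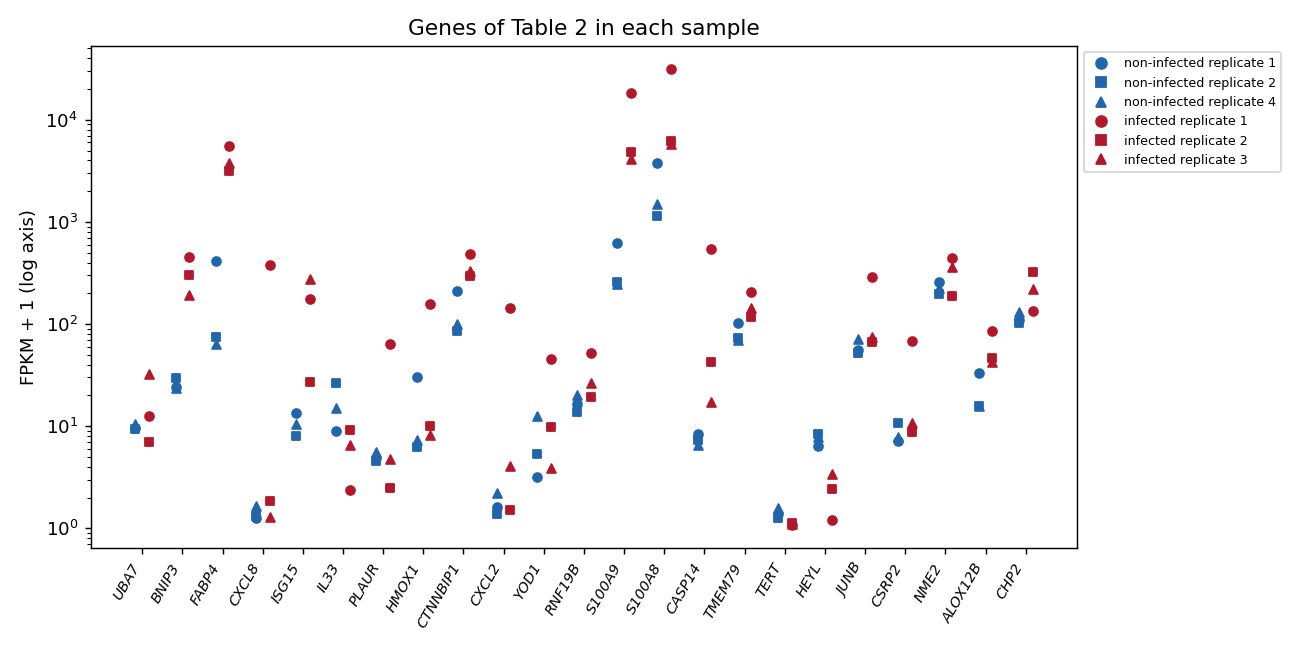
FPKM + 1 on a log axis of the genes of Table 2 in each non-infected (blue) and infected (red) sample. Infected replicate 1 stands above all other samples for CXCL8, PLAUR, HMOX1, CXCL2, YOD1, JUNB and CSRP2.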

The top 24 differentially expressed genes in infected animals and their functions are listed in Table 2. 

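The files name 53 keratin and keratin-associated genes, of which 52 passed the expression filter, and reads could be divided between members of these families. In the limma comparison 44 were lower and 8 higher in infected samples, and after geometric scaling 41 were lower and 11 higher. An adjusted p-value under 0.05 was reached by 17 of the lower and 3 of the higher genes as deposited, and by 1 and 2 after geometric scaling. In the fit with the replicate block (2 samples against 2), 14 lower genes and 0 higher genes reached it.

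All 11 keratin-associated genes were lower, with a median log2 fold change of -4.79, and so were 12 of 14 hair shaft keratins (median -3.93), 8 of 9 root sheath keratins (median -3.05) and all 5 keratins of glands, simple epithelium or the hair follicle bulge (median -2.93). These numbers of lower genes did not change with geometric scaling. Of the 13 epidermal or other keratins, 8 were lower, with a median log2 fold change of -0.34, but after geometric scaling 5 were lower and the median was 0.12. Besides KRTAP3-1, the largest falls were those of KRTAP1-1 (NM_001105369, log2 fold change -5.42, standard error 1.09, adjusted p = 0.0374 from limma) and KRTAP3-3 (NM_001077103, log2 fold change -5.22, standard error 1.24, adjusted p = 0.0532 from limma). Besides KRT78, the largest rises were those of KRT6B (NM_001257404, log2 fold change 2.91, standard error 0.33, adjusted p = 0.0104 from limma) and KRT6A (NM_001083510, log2 fold change 2.76, standard error 0.52, adjusted p = 0.0304 from limma). Mean FPKM of KRT6B was 1272 ± 268 (SD, n = 3) in infected and 167 ± 21.5 (SD, n = 3) in non-infected samples.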

We also found 26 genes involved in the process of keratinization and 162 in the process of gene expression (Additional file 4).

**Table 2:** Twenty-four top differentially expressed genes and their functions

Gene symbol	Gene name	Fold change	FDR	Gene function
CXCL8 IL8	C-X-C motif chemokine ligand 8	582.4973	0.0010	Participates in the immune response, cellular response to tumor necrosis factor, regulation of cell proliferation and cell cycle arrest
ISG15	ISG15 ubiquitin-like modifier	20.6836	0.0010	Plays a key role in the innate immune response to viral infection, ubiquitination and apoptosis
IL33	Interleukin 33	0.4434	0.0246	Participates in the response to viral infection, regulation of cell proliferation and RNA transcription, ubiquitination and apoptosis
FABP4	Fatty acid binding protein 4	34.8777	0.0010	Involved in cell cycle, cell differentiation, positive regulation of cell proliferation and positive regulation of inflammatory response
PLAUR	Plasminogen activator, urokinase receptor	8.9016	0.0010	Plays a role in positive regulation of epidermal growth factor and involved in the apoptosis
HMOX1	Heme oxygenase 1	5.5229	0.0019	Positive regulation of apoptotic process, regulation of transcription and cell proliferation
CTNNBIP1	Catenin beta interacting protein 1	3.9524	0.0010	Involved in cell cycle, cell proliferation, regulation of transcription and regulation of inflammatory response
CXCL2	chemokine (C-X-C motif) ligand 2	3.3373	0.0010	Plays role in the immune response and cell proliferation
YOD1	YOD1 deubiquitinase	5.2337	0.0010	Plays a role in the ubiquitin pathway
RNF19B	Ring finger protein 19B	2.8067	0.0010	Plays a role in the ubiquitin pathway
UBA7	Ubiquitin like modifier activating enzyme 7	2.3716	0.0010	Plays a role in the ubiquitin pathway
S100A9	S100 calcium binding protein A9	39.4951	0.0034	Involved in the immune response, regulation of inflammatory response and apoptosis
S100A8	S100 calcium binding protein A8	10.9851	0.0010	Involved in the immune response, regulation of inflammatory response and apoptosis
CASP14	Caspase 14	53.4185	0.0010	Plays a role in the apoptosis
BNIP3	BCL2 interacting protein 3	17.1102	0.0057	Participates in defense response to virus, and negative regulation of apoptotic process
TMEM79	Transmembrane protein 79	2.5117	0.0034	Structural molecule activity
TERT	Telomerase reverse transcriptase	4.4637	0.0143	Involved in cell cycle, regulation of transcription and structural molecule activity
HEYL	Hes related family bHLH transcription factor with YRPW motif-like	0.2704	0.0010	Involved in cell differentiation
JUNB	JunB proto-oncogene, AP-1 transcription factor subunit	2.8321	0.0063	Participates in cell proliferation, cell cycle and regulation of transcription
CSRP2	Cysteine and glycine rich protein 2	5.8161	0.0010	Involved in cell differentiation
CTNNBIP1	Catenin beta interacting protein 1	3.9524	0.0010	Cell proliferation and differentiation, involved in acute inflammatory response and regulation of transcription
NME2	non-metastatic cells 2, protein (NM23B) expressed in	2.2077	0.0197	Regulation of apoptotic process and transcription
ALOX12B	Arachidonate 12-lipoxygenase, 12R type	3.9381	0.0010	Regulation of transcription
CHP2	Calcineurin like EF-hand protein 2	2.7195	0.0019	Participates of cell proliferation and regulation of transcription

Figure 2 shows the genes that were upregulated and downregulated in infected animals and their molecular functions. Particularly, among these GO functional classes, the genes associated with ubiquitination and apoptosis were expressed at higher levels in infected animals, suggesting that the corresponding genes might be related to the pathogenic mechanism of BPV.

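Directions were compared over the genes of the form of Additional file 4 used here, which holds 745 annotated genes and is shortened. Among its genes with a biological process, 23 carry a process with the word ubiquitin, and 20 of them (87.0%) had a higher mean FPKM in infected samples, against 234 of the 502 other genes (46.6%, odds ratio 7.64, two-sided Fisher's exact test, p = 0.000146, 0.00117 after Benjamini-Hochberg adjustment over the 8 words examined). None of the 20 higher genes had an adjusted p-value under 0.05 from limma, whereas the 3 lower genes did, DERL3 with a log2 fold change of -2.71 (adjusted p = 0.0307), MYLIP with -1.59 (adjusted p = 0.0448) and SH3RF1 with -1.49 (adjusted p = 0.0447). Without infected replicate 1, 10 of the 23 genes (43.5%) were higher, against 39.8% of the others (two-sided Fisher's exact test, p = 0.828, 0.947 adjusted). Leaving out any other sample kept the share between 82.6% and 87.0%.

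Of the 46 genes whose process contains apopto, 25 (54.3%) were higher in infected samples, against 229 of 479 others (47.8%, odds ratio 1.30, two-sided Fisher's exact test, p = 0.442, 0.589 adjusted). Without infected replicate 1, 21 of the 46 genes (45.7%) were higher. The same test over the word immune gave 15 higher and 18 lower genes (p = 0.858 by Fisher's exact test), and over cell cycle it gave 13 higher and 12 lower (p = 0.838 by Fisher's exact test). Genes are not independent replicates, so these tests describe the gene lists in these samples. The annotated genes are those the paper found differentially expressed in these same samples. By the paper's own directions, 20 of the ubiquitin genes were higher and 3 lower. The test over that word thus restates the paper's list and is no independent check of it. The classes of the shortened file also differ in size from those the paper counts, so the tests do not speak for the latter. From the higher levels of ubiquitination and apoptosis genes in infected animals, the paper proposes that these genes might be related to how BPV causes disease.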

**Fig. 2:**
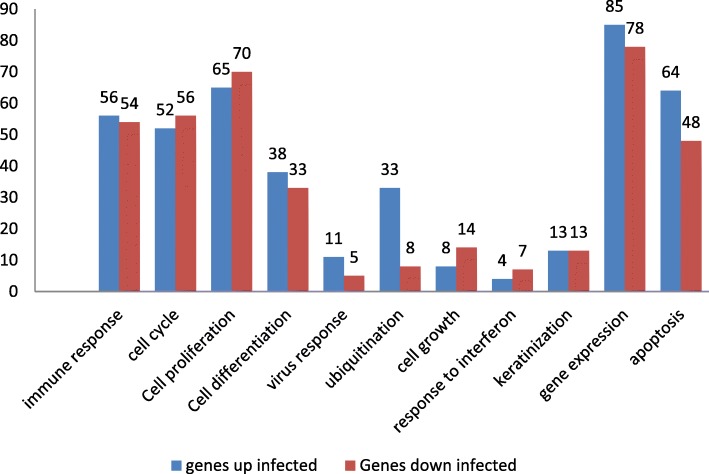
Differentially expressed genes in infected and healthy animals that are significantly enriched in several molecular and cellular functions

KEGG analysis identified several metabolic pathways associated with papillomavirus infection. 

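In the same annotation, 8 of 9 genes with antigen processing in their biological process had a lower mean FPKM in infected samples, against 263 of 516 other genes (two-sided Fisher's exact test, p = 0.0383, 0.102 after adjustment over the 8 words). For cell adhesion, 17 of 23 genes were lower, against 254 of 502 others (two-sided Fisher's exact test, p = 0.0329, 0.102 adjusted).

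The files name 13 tested genes of the bovine major histocompatibility complex (BOLA), a family whose members could share reads. All 13 had a negative log2 fold change, as deposited and after geometric scaling. After BOLA-DYB, the largest falls were those of BOLA-DYA (NM_001012678, log2 fold change -3.18, standard error 0.91, adjusted p = 0.0837 from limma) and of a BOLA gene listed only as NM_001012674 (log2 fold change -2.04, standard error 0.46, adjusted p = 0.0471 from limma). An adjusted p-value under 0.05 was reached by 2 of the 13 genes as deposited, by 0 after geometric scaling and by 0 with the replicate block (2 samples against 2), in which all 13 were again lower.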

The most commonly encountered pathways were cell adhesion of molecules, processing and presentation of antigen, differentiation of TH1 and TH2 cells, and the pathway of human papillomavirus infection (Additional file 4). In those metabolic pathways, protein-protein interactions were analyzed, and the associations between proteins and shared functions was possible to verify. For example, Fig. 3 shows the predicted and known interactions of ISG15 protein, which participates in the metabolic pathway of human papillomavirus infection. This gene plays a key role in the innate immune response to viral infection and ubiquitination. The ISG15 cellular partners were analyzed, and among the many functions, all had in common the functions of cellular response to viruses and ubiquitination. Two of the ISG15 partners were differentially expressed in this study, UBA7 and HERC5, which were upregulated in infected cows, suggesting that they might be related to viral pathogenicity.

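HERC5 (NM_001101995, chromosome 6, 37683706 to 37728602 on UMD3.1) had an FPKM of 2.43, 0.847 and 5.10 in infected replicates 1, 2 and 3 and 1.76 ± 0.409 (SD, n = 3) in non-infected samples (log2 fold change 0.30, standard error 0.42, adjusted p = 0.648 from limma). With the replicate number as a block, which leaves out infected replicate 3, its log2 fold change was -0.11, and without infected replicate 3 it was -0.12. Both HERC5 and UBA7 were highest in infected replicate 3, the sample with the highest FPKM of ISG15 (274), and lowest among the infected samples in infected replicate 2, where ISG15 was at 26.3.

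The other partners shown in Fig. 3 that the files list include USP18 (log2 fold change 0.92, adjusted p = 0.288 from limma), UBE2N (0.32, adjusted p = 0.538), PCNA (-0.57, adjusted p = 0.253) and IRF3 (-0.91, adjusted p = 0.163). UBE2N changed direction without infected replicate 1 (-0.0175). As deposited, PCNA and IRF3 were lower in every infected sample than in every non-infected sample. After geometric scaling their log2 fold changes were -0.094 and -0.44 (adjusted p = 0.875 and 0.510 from limma). DDX58, USP43 and IFIT1 were not analysed here.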

**Fig. 3:**
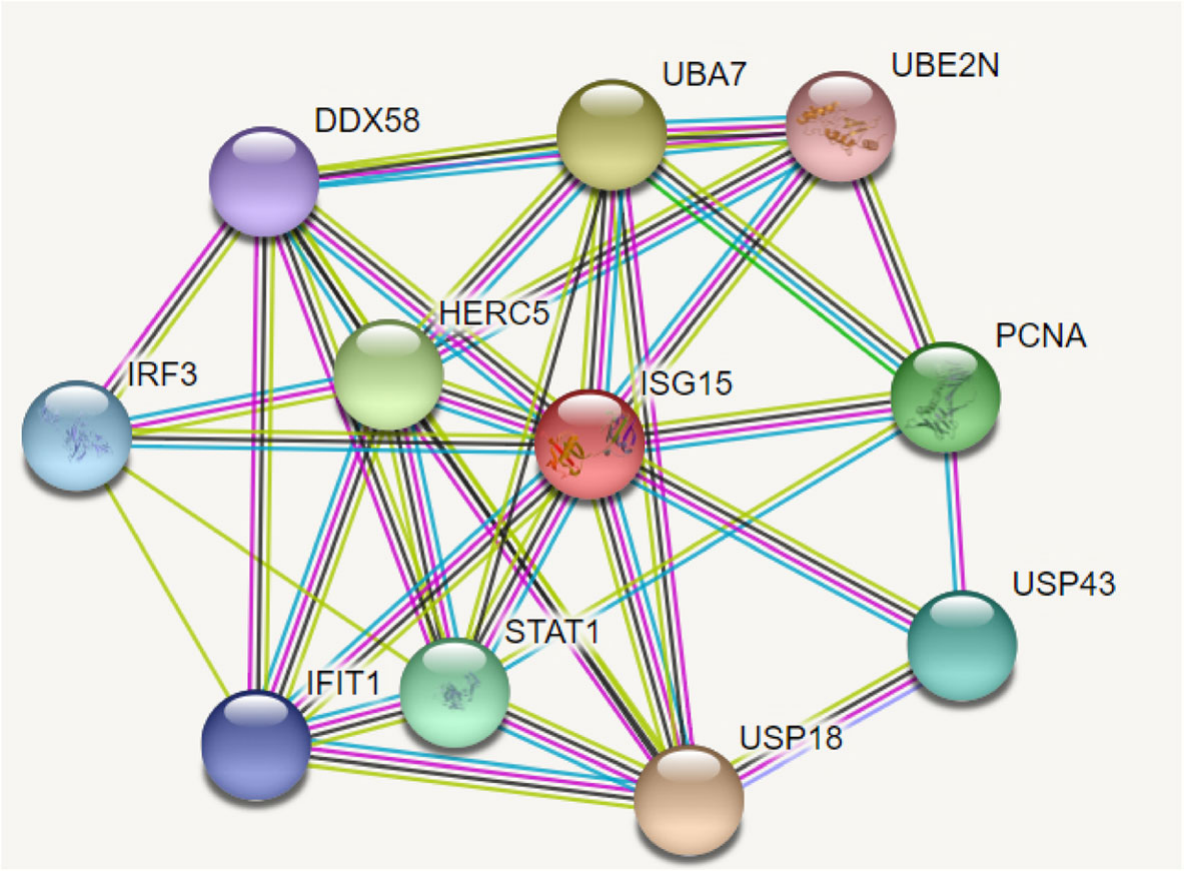
Interaction between the upregulated differentially expressed gene ISG15 and its functional cellular partners. Colored nodes represent the query protein and first shell of interactors. Filled nodes are related to known or predicted 3D structures. Empty nodes correspond to proteins of unknown 3D structure. Colored lines represent known, predicted, and other interactions. The light blue line color is associated with known interactions from curated databases; the pink line represents the experimentally determined interactions; the green line represents interactions predicted from gene clusters; the red line is associated with predicted interactions according to gene fusions; the dark blue line represents predicted interactions of gene co-occurrence; yellow, black and gray lines represent other interactions

## Discussion

In this study, we identified that BPV infection in the animal modified the expression profile of some of the host genes that were upregulated in infected animals, such as the keratin genes TMEM79, IVL, FOXN1, and SOSTDC1. 

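TMEM79 (NM_001014920, chromosome 3, 14561667 to 14567714 on UMD3.1) had a mean FPKM of 155 ± 45.6 (SD, n = 3) in infected and 80.7 ± 17.4 (SD, n = 3) in non-infected samples (log2 fold change 0.91, standard error 0.30, adjusted p = 0.115 from limma). SOSTDC1 (NM_001046265, chromosome 4, 24927682 to 24931927) had 34.6 ± 17.1 and 13.7 ± 1.09 (SD, n = 3 each; log2 fold change 1.14, standard error 0.40, adjusted p = 0.129 from limma). For both genes, and for IVL, every infected sample was above every non-infected sample. FOXN1 (NM_001192452, chromosome 19, 20548272 to 20561593) had 9.49 ± 2.97 and 5.98 ± 1.58 (SD, n = 3 each; log2 fold change 0.57, standard error 0.32, adjusted p = 0.294 from limma), with overlapping groups. Among the 4 genes, IVL alone had an adjusted p-value under 0.05, and with the replicate block (2 samples against 2) it was 0.0646. In that fit TMEM79, SOSTDC1 and FOXN1 had adjusted p-values of 0.199, 0.246 and 0.321.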

A previous study [6] presented a change in the expression profile of keratinocytes in HPV-infected cells. The high expression of these cells is directly influenced by the pathogen, as the virus infects these cells and uses its machinery to replicate and transcribe viral genes. In another study [13], high expression of the TREM1 gene was verified on the cell surface of epithelial tissue infected by *Leishmania*. 

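TREM1 (NM_206970, chromosome 23, 15148067 to 15163188 on UMD3.1) had an FPKM of 3.29 in infected replicate 1, 0 in infected replicate 2 and 0.0609 in infected replicate 3, and 0.00586, 0.0378 and 0.317 in non-infected replicates 1, 2 and 4. Its ratio of group means was 9.30 over all samples and 0.253 without infected replicate 1 (two-sided exact permutation test over all samples, p = 0.700). TREM2 (NM_001079580, chromosome 23, 15090105 to 15094736) had 0.260 ± 0.119 (SD, n = 3) in infected and 0.151 ± 0.132 (SD, n = 3) in non-infected samples, a difference smaller than 1 SD (two-sided exact permutation test, p = 0.400). Both genes were below the expression filter of the limma comparison.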

In this study, the overexpression of TREM-family genes was also verified in virus-damaged tissues. In this way, it is possible to infer that the gene in question is being expressed via activation of immune system cells by the host as a response to infection.

Some genes related to the immune process, specifically the response to viruses that activate the MHCI pathway, were found: 28 were upregulated genes, and only 8 were downregulated (STMN1, KYNU, CCL26, CCL14, CXCL14, HLA-A, CCL14, and IL1F10). 

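STMN1, KYNU, CCL26, CCL14, CXCL14 and IL1F10 were lower in every infected sample than in every non-infected sample, and 4 of these 6 genes had an adjusted p-value under 0.05 from limma. CXCL14 (NM_001034410, chromosome 7, 48661077 to 48669442 on UMD3.1) had a mean FPKM of 44.8 ± 23.6 (SD, n = 3) in infected and 189.6 ± 44.0 (SD, n = 3) in non-infected samples (log2 fold change -2.14, standard error 0.37, adjusted p = 0.0264 from limma). CCL14 (NM_001046585) had a log2 fold change of -2.26 (adjusted p = 0.0369), CCL26 (NM_001205635) one of -2.31 (adjusted p = 0.0391) and IL1F10 (NM_001193085) one of -2.74 (adjusted p = 0.0447). STMN1 (NM_001034790) and KYNU (NM_001191308) had log2 fold changes of -1.52 (adjusted p = 0.0524) and -1.13 (adjusted p = 0.0999). After geometric scaling all 6 genes remained lower, with 0 adjusted p-values under 0.05. They also remained lower with the replicate block (2 samples against 2), where IL1F10 alone had an adjusted p-value under 0.05 (0.0440). The fits that each left out 1 sample kept every one of these log2 fold changes below 0.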

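S100A8 (NM_001113725, chromosome 3, 17146918 to 17147899 on UMD3.1) had a mean FPKM of 14525 ± 14774 (SD, n = 3) in infected and 2141 ± 1451 (SD, n = 3) in non-infected samples (log2 fold change 2.49, standard error 0.89, adjusted p = 0.135 from limma). S100A12 (NM_174651, chromosome 3, 17164142 to 17165266) had 13725 ± 9768 and 3047 ± 2009.5 (SD, n = 3 each; log2 fold change 2.14, standard error 0.84, adjusted p = 0.160 from limma). Both genes, like S100A9, were higher in every infected sample than in every non-infected sample, and infected replicate 1 held the highest value of each. Without that sample the ratio of group means was 2.80 in place of 6.79 for S100A8 and 2.66 in place of 4.50 for S100A12. IL1B (NM_174093, chromosome 11, 46410277 to 46418785) had an FPKM of 51.2 in infected replicate 1, 0.953 and 1.51 in infected replicates 2 and 3 and 2.32 ± 0.429 (SD, n = 3) in non-infected samples (log2 fold change 0.94, standard error 1.07, adjusted p = 0.580 from limma). Infected replicates 2 and 3 were thus below every non-infected sample for IL1B, and its log2 fold change without infected replicate 1 was -0.58. The adjusted p-values of S100A8, S100A12 and IL1B were 0.184, 0.258 and 0.415 with the replicate block (2 samples against 2). Like IL1B, CXCL8 (IL8) was well above the non-infected samples in infected replicate 1 only.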

In this study, we have identified 120 genes with a role in regulating the inflammatory process and immune response, for example, the S100A8 and S100A9 genes were upregulated in infected animals along with their partners S100A12, IL8 and IL1B genes. This expression profile was also observed in a previous study [14], when S100A8 and S100A9 protein expression in the skin of epidermodysplasia verruciformis (EV) patients was investigated. In non-lesioned skin, both proteins were occasionally detectable in the keratinocytes of the granular layer or were completely lacking. The exact mechanisms underlying the regulation of these proteins remains to be determined; however, it can be speculated that the S100A8/A9 genes might exert their effects during carcinogenesis.

Of the genes that participate in the immune response, 61 were found to be downregulated in infected animals, such as the CCL20 gene, which is responsible for chemotaxis in dendritic cells (DC), effector/memory T-cells, and B-cells and plays an important role on skin and mucosal surfaces under homeostatic and inflammatory conditions, as well as in pathogenesis, including that of cancer and autoimmune diseases.

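CCL20 (NM_174263, chromosome 2, 116759408 to 116762490 on UMD3.1) had an FPKM of 14.6, 6.04 and 4.96 in infected replicates 1, 2 and 3 and of 8.63, 23.2 and 171 in non-infected replicates 1, 2 and 4. The groups overlapped (two-sided exact permutation test, p = 0.200), and the limma comparison gave a log2 fold change of -1.98 (standard error 0.91, adjusted p = 0.211). Leaving out each sample in turn gave log2 fold changes from -2.89 to -0.81, and the replicate block (2 samples against 2) gave -0.54 (adjusted p = 0.612).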

Sperling et al. [15] proposed a novel molecular mechanism for how HPV8 might disrupt innate immunity in the skin. They found reduced numbers of antigen-presenting Langerhans cells in epidermodysplasia verruciformis lesions and showed the reduction to be a consequence of HPV8-mediated suppression of CCL20. They showed that CCL20 is expressed in the uppermost differentiated layers of normal skin epidermis but is almost absent in HPV8-positive lesioned skin of EV patients. The virus might use this form to escape the host immune response.

Genes involved in cell proliferation and growth were also found to be differentially expressed. These genes include members of the SOX family of transcription factors mainly involved in the regulation of the malignant process through their ability to regulate numerous cancer markers, including those of cell proliferation, apoptosis, survival, invasion, migration, and differentiation [16]. 

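The files list 10 SOX genes, of which 4 passed the expression filter and 0 had an adjusted p-value under 0.05 from limma. SOX4 (NM_001078128), SOX10 (NM_001193247) and SOX18 (NM_001075789) had log2 fold changes of -0.75, -1.08 and -1.03, with adjusted p-values of 0.168, 0.143 and 0.121. SOX15 (NM_001192075, chromosome 19, 27929104 to 27930911 on UMD3.1) had a mean FPKM of 23.1 ± 13.8 (SD, n = 3) in infected and 21.8 ± 4.30 (SD, n = 3) in non-infected samples (log2 fold change -0.06, standard error 0.39, adjusted p = 0.937 from limma), and its log2 fold change was 0.41 after geometric scaling. With the replicate block (2 samples against 2) the 4 tested genes were lower, with adjusted p-values from 0.130 to 0.313. SOX2, SOX5, SOX6, SOX14, SOX17 and SOX30 were below the filter, each with a lower mean FPKM in infected samples.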

Studies showed that SOX14 overexpression decreases viability and promotes apoptosis by altering the expression of apoptosis genes, promoting accumulation of p53 [16, 17]. In this study, the QSOX gene was found to be a member of the SOX family and possibly involved in the regulation of apoptosis. The presented results indicate that QSOX, as well as the SOX14 gene, may be associated with the process of apoptosis. These viruses have developed numerous strategies in order to block host-mediated apoptosis, contributing to cancer development. 

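QSOX1 (NM_001102074, chromosome 16, 62804447 to 62845819 on UMD3.1) had a mean FPKM of 119.8 ± 75.5 (SD, n = 3) in infected and 53.6 ± 11.9 (SD, n = 3) in non-infected samples (log2 fold change 1.00, standard error 0.42, adjusted p = 0.180 from limma). Its log2 fold change with the replicate block (2 samples against 2) was 1.17 (adjusted p = 0.174). Its FPKM was 206 in infected replicate 1, 66.8 in infected replicate 2 and 86.4 in infected replicate 3, each above every non-infected sample (two-sided exact permutation test, p = 0.1, the smallest possible). SOX14 (NM_001163781, chromosome 1, 132449822 to 132450544) was at 0 in infected replicates 1 and 2 and had an FPKM of 0.0301 in infected replicate 3 and of 0.0281, 0.0517 and 0.161 in non-infected replicates 1, 2 and 4. Read counts behind these values are unknown, so no smallest detectable level could be given.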

Programmed cell death, known as apoptosis, is a pivotal mechanism of cell death that plays an important role during diverse biological processes, including development, cell differentiation, and proliferation [18].

Several mechanisms have been found to cause bcl-2 deregulation and cancer, including activation of chromosomal translocation and upregulation upon viral infection, for instance, upregulated bcl-2 expression has been described in different tumors, including premalignant and malignant lesions of the uterine cervix induced by human papillomaviruses [19]. p53 has a significant role in cell cycle control; therefore, the loss of its suppressive function has been reported in different types of human neoplasia and animal tumors, such as BPV-induced tumors [20]. However, studies concerning the expression and impact of the anti-apoptotic protein bcl-2 and the tumor suppressor p53 in BPV-induced cutaneous tumors are lacking. In the study of Bocaneti [21], altered bcl-2 and p53 immunoreactivity in bovine cutaneous fibropapillomas was observed, suggesting the involvement of these two proteins in cutaneous neoplastic transformation through an impaired apoptotic process.

The E5, E6, E7, and E2 proteins of PVs are known to control the expression of host genes. E6 and E7 control the keratinocyte cell cycle, cell differentiation, and apoptosis programs. Thus, the alterations in gene expression that we observed in this study might be attributed to the functions of BPV oncoproteins. These changes are important for the infection cycle of the virus and persistent infection [9, 10]. These oncogenes interact with several different host proteins and thus could affect their expression. Therefore, in this study, we have identified several genes that possibly participate in papillomavirus infection pathways, which makes an important contribution to existing knowledge on the papillomavirus infection cycle, providing novel possible markers that could be used for the development of new prognostic and treatment methods.

## Conclusions

In conclusion, we report RNA-Seq analysis of changes in the cattle transcriptome caused by BPV infection. 

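Per sample, the mean of log2(FPKM + 1) over the 52 keratin and keratin-associated genes was 2.44, 3.33 and 5.32 in infected replicates 1, 2 and 3 and 6.76, 5.93 and 6.04 in non-infected replicates 1, 2 and 4. The group means were 3.70 ± 1.47 (SD, n = 3) and 6.25 ± 0.45 (SD, n = 3), with no overlap (two-sided exact permutation test, p = 0.1, the smallest possible). A pseudocount of 0.1 moved the difference most among the choices of scale, from -2.55 to -3.24, and leaving out each sample in turn gave -3.36 to -1.92. This mean pools classes that moved differently. Keratin-associated, hair shaft, root sheath and gland or bulge keratins had median log2 fold changes from -4.79 to -2.93. Of the 13 epidermal or other keratins, 5 were higher and 8 lower, with a median of -0.34, and of 0.12 after geometric scaling.

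Over the 13 BOLA genes, the bovine major histocompatibility complex genes tested, the mean of log2(FPKM + 1) was 2.72, 3.23 and 4.56 in infected replicates 1, 2 and 3 and 4.89, 5.91 and 4.92 in non-infected replicates 1, 2 and 4. The group means were 3.50 ± 0.95 (SD, n = 3) and 5.24 ± 0.58 (SD, n = 3), with no overlap as deposited (two-sided exact permutation test, p = 0.1, the smallest possible). Geometric scaling divides infected replicate 3 by a factor of 1.01 and non-infected replicate 4 by 1.36. That brings these samples together, so the separation need not hold after it. The difference of -1.74 was -1.35 after geometric scaling, and leaving out each sample in turn gave -2.27 to -1.35.

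**Figure D4:**
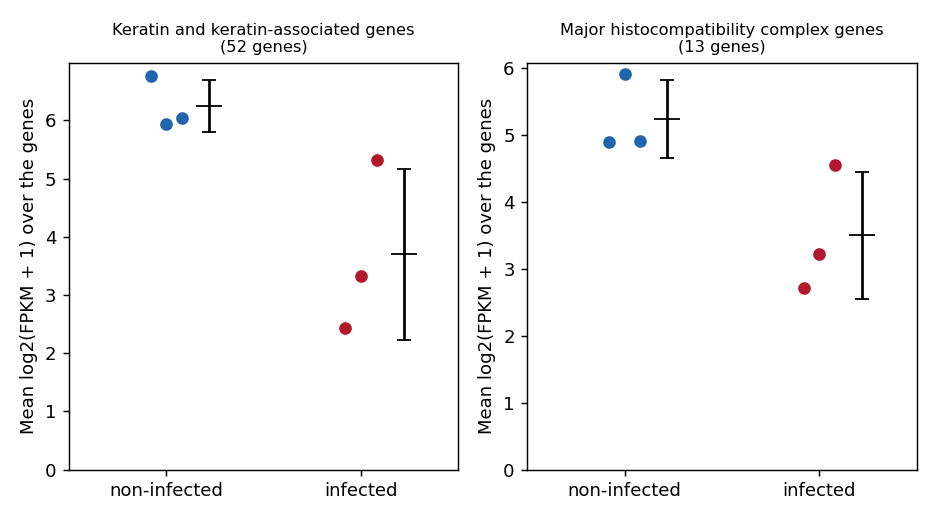
Mean of log2(FPKM + 1) over 52 keratin and keratin-associated genes (left) and 13 BOLA genes (right) in each sample, with the mean and SD of each group of 3 in black. In these values as deposited, every infected sample lies below every non-infected sample in both panels. The left panel pools hair, root sheath, gland and epidermal keratins, which did not all move alike.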

Infection caused massive changes in the expression profile of keratinocyte, immune system, cell proliferation, and apoptosis genes. These changes mainly resulted in an expression profile characteristic of viral infection rather than tumor progression. The large dataset we have developed opens up the possibility of a deeper understanding of the cycle of BPV infection in the host. Therefore, this study serves as the basis for the realization of new studies aimed at understanding the functions of genes that could act in specific pathways during viral infection, increasing our understanding regarding the infectious cycle in the animal. In addition, this study provides information that could be used to find molecular targets for possible drugs that interrupt the cycle of infection of BPV, thus preventing papillomatosis.

## Methods

### Animals, management, and sampling

The animals used in this study were owned by the São José farm in the Central Agreste region of the state of Sergipe, northeastern Brazil. Sample collection was performed by qualified veterinary medical professionals and registered in the class council, according to the procedures established by the corresponding ethics committee. Briefly, six female Girolando dairy breeders in the Central Agreste region of the state of Sergipe, northeastern Brazil, were used. Animal care, management, and usage procedures were approved by the ethics committee on production animals of the Federal University of Sergipe (protocol number: 05/14). Three animals with papillomatosis and three healthy animals were used. We collected samples of skin from the neck region of each animal. We used different animals because recent studies have detected the DNA of HPV in various parts of the host, such as peripheral blood mononuclear cells (PBMC), plasma, urine, semen, spermatozoa, trophoblasts, and the bladder. These studies have shown that PVs are not strictly epitheliotropic [22–28]. In addition, each lesion was analyzed in triplicate. All animals were females approximately 2 years old. Each sample was divided into three parts: one was used to confirm the presence of BPV in the lesion and was then wrapped in foil and stored at − 20 °C; another, for confirmation of the injured tissue, was placed in 10% formalin; and another, for the evaluation of gene expression, was placed in RNAlater and then stored at − 80 °C.

### Histopathological analysis

Formalin-fixed tissue samples were processed by standard paraffin wax techniques. Samples were then cut into 3–5-μm sections and stained by the hematoxylin and eosin method (HE). Slides were evaluated microscopically at increasing magnifications (5×, 10×, 20×, 40×).

### Viral detection

Each sample was individually macerated for total DNA extraction with the aid of the DNeasy Blood and Tissue kit (Qiagen), following the supplier’s instructions. About 100 ng of DNA were used for polymerase chain reaction (PCR) using the general detection primers FAP59/64 [29]. All amplification reactions were prepared to a final volume of 25 μL using the Master Mix PCR kit (Promega), according to the supplier’s protocol. All primers used were diluted to 10 μM.

### RNA isolation and sequencing

Total RNA (~ 15 mg/sample) were purified using the Realipred™ RNA Tissue Miniprep System Kit (Promega) according to the manufacturer’s instructions. The concentration of RNA was measured with Nanodrop ND-2000 instrument (NanoDrop Thermo Scientific, Wilmington, DE, USA), and the quality was assessed with an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Libraries were generated from 1000 ng of total RNA using the TruSeq stranded mRNA Sample Preparation LS Protocol Kit (Illumina Inc. San Diego, CA, USA) as per the manufacturer’s recommendations. Libraries were quantified using the Kapa Library Quantification Kits (Illumina Inc. San Diego, CA, USA). The average fragment size was determined using the 2100 Bioanalyzer instrument (Agilent Technologies). Cluster formation on the flow cell was performed using the cBot instrument (Illumina Inc.,). All libraries were sequenced on a HiSeq 2500 Version 4 (Illumina Inc.) running HCS software v2.2.6.

After sequencing, the Galaxy Project [30] interface to cloud computing resources was used to bring command-line-driven tools. The Illumina output files were converted to FASTQ file format and sequence quality trimming was performed using Trimmomatic [31], with a phred quality score > 30 over the length of the reads. The reads were aligned to the UMD3.1 *Bos taurus* 8 reference genome using Tophat v2.0.11 [32] and then assembled into transcripts using Cufflinks v2.2.1 [33] with genome annotation using UCSC Main Cow RefSeq genome. Reads per kilobase per million mapped reads (RPKM) were used to establish the transcript expression rate. Identification of the differentially expressed genes was performed using Cuffdiff v 2.2.1 software, and visualization was generated by CummeRbund [33]. Because a small number of genes may be highly expressed in the epithelial tissue and could hamper accurate quantification of genes with low expression, differential gene expression was defined as significant according to a false discovery rate (FDR) < 0.05, adjusted with the procedure of Benjamini and Hochberg [34].

### Functional annotation and pathway analyses of differentially expressed genes

For the functional annotation of differentially expressed genes, the Gene Ontology (GO) and UNIPROT databases were used to obtain functional information. The genes were searched for functions associated with the progression of papillomatous lesions in cattle, and the metabolic pathways in which the products of these genes participate were mapped with the KEGG database (Additional file 4). Protein-protein interactions was analyzed using the STRING database.

### qPCR verification of RNA sequencing results

The expression levels of nine differentially expressed genes (BOLA-DYB, DAPL1, KRT78, KRTAP3–1, UBA7, BNIP3, IVL, FABP4, and CST6) were analyzed using real-time quantitative PCR (qPCR) to validate RNA sequencing results. These genes were chosen because they present different functions important for the virus infection cycle. Two reference genes (RPS15 and GAPDH) were used following a published protocol [16]. Reverse transcription was performed with the High-Capacity cDNA Reverse Transcription kit (Thermo Fisher Scientific), using aliquots (2 μg) of the same total RNA used in RNA sequencing analysis. The cDNA samples were diluted to 20 ng/μl based on the starting concentration of RNA. The PCR reaction mix was composed of 12.5 μL Power SYBR® Green PCR Master Mix (Life Technologies Inc., Burlington, ON, Canada), 2.5 μL cDNA, 600 nM of each forward and reverse primers (Additional file 5). The thermal cycling conditions were 95 °C for 10 min, followed by 40 cycles at 95 °C for 15 s and 60 °C for 1 min. A melting curve was generated by the end of each reaction to verify the formation of a single peak and to exclude the possibility of non-specific product formation. The experiments were carried out in triplicate for each data point. Relative quantification of gene expression was determined using the 2^-ΔΔCt^ method [35]. A Student’s *t*-test was used to identify significant differences in gene expression (*p* < 0.05 was considered significant).

Primer validation was performed by PCR using the Master Mix PCR kit (Promega). For each reaction, 12 μL of PCR Master Mix, 1 μL of each primer, 9 μL of ultrapure water, and 2 μL of DNA was used. The PCR cycling conditions were as follows: initial denaturation at 94 °C for 10 min, followed by 35 cycles of 94 °C for 1 min, 60 °C for 1 min, and 72 °C for 1 min, and a final extension at 72 °C for 10 min. PCR products were visualized using 1.5% agarose gel electrophoresis.

## Additional files

Additional file 1: Reads and mapping statistics.

Additional file 2: RPKM density histogram of transcripts from RNA-seq of BPV infected and non-infected groups. The diagram shows the distribution of the density of expressed genes at different RPKM levels. 2a) distribution of the density of expressed genes in infected animals. 2b) distribution of the density of expressed genes in non-infected animals.

Additional file 3: Differentially expressed genes between infected and healthy cows.

Additional file 4: Functional annotation of differentially expressed genes.

Additional file 5: Genes and primer sequences used in qPCR validation of RNA-sequencing data.

How the deposited data were processed for this re-analysis (not part of the article)

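RNA was sequenced from skin of 3 cows with papillomatosis and 3 healthy cows, 1 sample per animal. Condition and replicate number were taken from the sample labels, which number the infected samples 1, 2 and 3 and the non-infected samples 1, 2 and 4. The authors trimmed the reads with Trimmomatic, aligned them with TopHat v2.0.11 to the bovine genome UMD3.1 (bosTau8) and estimated expression with Cufflinks v2.2.1 against RefSeq transcripts of the UCSC annotation. For each sample the authors deposited FPKM values, with their confidence bounds, for genes and for transcripts. The transcript tables also hold the coverage that the authors estimated with Cufflinks for each transcript, a signal that the files do not describe as scaled between samples. The paper's methods name RPKM, whereas the deposited values are FPKM. The gene and the transcript tables hold the same FPKM values. The Cufflinks options for library size, bias and multiply aligned reads are not named in the paper's text.

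The tables give no counts. Products of coverage and length at low values were tested for steps of whole reads, and 18.0% to 22.9% of them fell on multiples of a common step, so reads were not recovered and no test for counts was applied. Depth was described by the estimated bases, the sum of coverage times length, which were 1568, 1957 and 1816 megabases in infected replicates 1, 2 and 3 and 1649, 1499 and 1931 megabases in non-infected replicates 1, 2 and 4. The precision of a single value was judged here only from the spread between the 3 samples of a group.

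FPKM of an identifier listed at several loci was summed, which concerned 320 of the 14213 identifiers, and 2 genes with a failed estimate in a sample were left out. Symbols came from a RefSeq table of the assembly ARS-UCD2.0, which was used for names only, and from the tables of the paper. Positions are those of the files. Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend) on log2(FPKM + 1) with Benjamini-Hochberg adjustment, over the 10108 genes with an FPKM of at least 0.5 in at least 3 samples. Other values were computed in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and the plots were drawn with matplotlib 3.10.9. The limma fit was tested on simulated values before use. With no change simulated, and no difference of scale between samples, it called 0 genes.

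The genes named in the text are those the paper names as measured in the tables, in Fig. 3 and in the text, apart from 2 that are not reported here, the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05 whose groups do not overlap, and at most the 3 largest changes in each direction among keratin, keratin-associated and BOLA genes. Where a name has several identifiers, the one that Additional file 4 pairs with it was used, and otherwise the one with the highest mean FPKM. Directions of functional classes were compared with two-sided Fisher's exact tests over the genes that Additional file 4 annotates. Sets of genes were compared with two-sided exact permutation tests of their mean log2(FPKM + 1) per sample.

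The main comparison has no block. The fit with the replicate number as a block takes its pairing from the labels, in which numbers 1 and 2 occur in both groups. The samples numbered 3 and 4 have no partner and do not enter its group difference, which is that of 2 samples against 2, with 1 residual degree of freedom. Crossing the pairs leaves this difference as it is and changes the residual only. The paper describes different animals and no pairing. Alternatives changed the pseudocount, the expression filter, the treatment of failed estimates, the scaling of the samples, the limma trend, the tables used, the block and the samples included. In addition, 4 alternatives were chosen after seeing the data, namely the block together with geometric scaling, scaling to the protein-coding total, the block with the pairs crossed, and geometric scaling without infected replicate 1.

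The test the authors used for differential expression, Cuffdiff, needs aligned reads and was not repeated. Results of qPCR, histology and viral detection were not analysed here. DDX58, USP43 and IFIT1, which Fig. 3 shows, were not analysed here, and 16 names of Additional file 3 were not matched to an identifier.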

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

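Each test in this part was chosen after the result it concerns had been seen.

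Additional file 3 of the paper does not list every gene that differed here. Among genes not matched to it, 2 were higher in infected samples with an adjusted p-value under 0.05 from limma, ARG2 (log2 fold change 3.57, adjusted p = 0.0291) and SETDB1 (2.19, adjusted p = 0.0132), and 57 were lower. MYB, ADH6 and CTSV, counted among the 57, may be entries of that file under another spelling or identifier. ARG2 and SETDB1 stood out because the paper does not discuss them and because every one of the 3 infected samples was above all 3 non-infected samples. All non-infected samples were at 0 for both genes, 2 of 2. Scaling leaves a value of 0 at 0, so the normalization of the deposited values does not account for these differences. After geometric scaling the log2 fold changes were 3.80 and 2.38, and 1 of the 2, SETDB1, kept an adjusted p-value under 0.05 (0.0102, against 0.0595 for ARG2). Of the 57 lower genes, 14 kept one after that scaling. In all, 9 genes were at 0 in every sample of one group and expressed in every sample of the other, 7 of them at 0 in the infected samples, including MIR2296 and PAXX. The locus of each of the 9 genes (100%) overlaps that of another listed gene, against 10.5% of the 10099 other tested genes (two-sided Fisher's exact test, p = 1.57e-09). Among the 4 splits of the samples that part both same-numbered pairs, 1, the real one, gave as many such genes, and across all other splits the number was between 0 and 7, but 10 splits are too few to exclude an accidental grouping. A candidate explanation is that Cufflinks divided reads between overlapping genes in different ways in different samples. A change of expression in the infected skin cannot be told apart from it in these values.

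The main text of the paper does not discuss noncoding RNA. In infected replicate 2, 38.4% of the estimated bases lay on noncoding identifiers, against 0.0748% to 5.49% in the other 5 samples, which makes this sample stand far from the rest. Its total depth was not lower, with 1.19 times the median of the other samples. Of its noncoding bases, 92.3% lay on identifiers listed at several loci, MIR2887-2 holding 18.2% and MIR2887-1 holding 8.43% of all bases of the sample. Reads shared between near-identical copies, or RNA of such copies enriched in this library, may therefore be the source, and since the 2 other infected samples do not show it, infection is not a shared explanation. Its protein-coding transcripts held 1205 megabases, the lowest of the 6 samples.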

How the results depend on the processing

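Except for the 4 alternatives named in the next paragraph as chosen after seeing the data, all settings were chosen before the data were examined. The number of genes with an adjusted p-value under 0.05 depended on most of them. Against 404 genes (44 higher, 360 lower) in the comparison as reported, a pseudocount of 0.1 gave 106 (20 higher, 86 lower) and one of 0.01 gave 28 (11 higher, 17 lower). Without the expression filter there were 14 (5 higher, 9 lower), with 2873 genes at an unadjusted p-value under 0.05, and with an FPKM of at least 1 required in every sample there were 162 (128 lower). Geometric scaling gave 113 (70 lower) and quantile normalization 154 (91 lower). These scalings moved the median log2 fold change of all genes from -0.38 to 0.02 and 0.06, and the number of higher genes, 43 and 63, stayed within 1.5 times the reported one. With the replicate number as a block, which compares 2 samples with 2, there were 62 (2 higher, 60 lower). Keeping failed estimates, leaving out the limma trend, using the transcript tables or requiring an absolute log2 fold change of at least 1 gave between 344 and 403 genes.

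The alternatives chosen after seeing the data gave 30 genes (2 higher, 28 lower) for the replicate block with geometric scaling, 205 (159 lower) for scaling to the protein-coding total, 139 (77 lower) for geometric scaling without infected replicate 1, and 789 (108 higher, 681 lower) for the replicate block with the pairs crossed. Across the 6 fits that each left out 1 sample, the number of genes ranged from 12 to 814, that of higher genes from 4 to 60 and that of lower genes from 7 to 754. The cause of these changes was not tested. On simulated values of 3 samples against 3, with changes of 3 on the log2 scale, the fit called 90% of the changed genes. Smaller changes, fits with a sample left out and fits to samples of unequal scale were not simulated.

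The share of ubiquitination genes that were higher in infected samples ranged from 43.5% to 87.0% across the fits that left out 1 sample. The lowest value came without infected replicate 1, where the difference from the other genes was no longer past the threshold (p = 0.828, Fisher's exact test). The cause was not tested. The share of apoptosis genes that were higher ranged from 45.7% to 54.3% across the same fits and did not differ from that of the other genes in any of them. The number of expressed genes, the share of Additional file 3 with the same direction and the differences of the keratin and BOLA sets moved by less than the limit set for them under every alternative run for them.

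A tally was made over 57 tested genes, those the paper names and the largest rises and falls. Other genes named in the text, such as KRT6B, BOLA-DYA and SETDB1, were not part of this tally. In it, 966 comparisons of a gene with an alternative kept the direction and the side of the threshold. Another 160 became weaker, 21 became stronger, 5 moved by more than their spread and 25 reversed. With the replicate block, and equally with its pairs crossed, UBA7 reversed to -0.017 and HERC5 to -0.11. These fits leave infected replicate 3, the highest sample for both genes, out of the difference. Relative to the median of all genes the 2 genes stayed higher, at 0.40 and 0.31. Geometric scaling, quantile normalization and scaling to the protein-coding total turned SOX15 to 0.41, 0.33 and 0.13, and the first 2 of these turned RPS15 to 0.28 and 0.35. These changes follow the shift of the median of all genes. Relative to that median, SOX15 was at 0.33 as reported and at 0.39, 0.28 and 0.36 under the 3 scalings, and RPS15 at 0.17 as reported and at 0.26 and 0.30 under the first 2. The log2 ratio of the group means of SOX15 was 0.080. Geometric scaling without infected replicate 1 reversed PLAUR to -0.23, IL1B to -0.33, PCNA to 0.11, SOX15 to 0.66 and RPS15 to 0.28. Relative to the median, SOX15 and RPS15 were again higher, at 0.65 and 0.27, whereas PLAUR, IL1B and PCNA changed sign. PLAUR and IL1B were highest in infected replicate 1. The cause of the reversal of PCNA was not tested.

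Leaving out 1 sample at a time gave log2 fold changes from -0.063 to 1.04 for UBA7, from -0.53 to 1.81 for PLAUR, from -0.28 to 1.84 for HMOX1, from -0.12 to 0.74 for HERC5, from -0.0175 to 0.54 for UBE2N, from -0.58 to 1.79 for IL1B, from -0.49 to 0.27 for SOX15 and from -0.42 to 0.0061 for RPS15. PLAUR, HMOX1, UBE2N and IL1B reversed without infected replicate 1, and UBA7 and HERC5 without infected replicate 3. Relative to the median of all genes in the same fit, HMOX1, UBE2N, UBA7 and HERC5 did not reverse, at 0.048, 0.31, 0.43 and 0.37, nor did SOX15 and RPS15, whereas PLAUR and IL1B did, at -0.20 and -0.25. The tables hold no read counts, which limits what can be said of TERT, TREM1, TREM2 and SOX14, all of them below the expression filter.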

Differences from the paper's values

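The paper's number of differentially expressed genes is 1343, against 404 here from limma on the deposited FPKM, and none of the alternatives set before the data were examined closed the gap, nor did any added later. The paper's number of upregulated genes is 655, against 44 here, and again no setting that was run closed the gap. For downregulated genes the paper's number is 688, against 360 here. Of the alternatives set before the data were examined, leaving out infected replicate 3 gave 754 and closed that gap, and the others did not. The replicate block with the pairs crossed gave 681 and also closed it, an alternative chosen after seeing the values.

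Over 1309 genes of Additional file 3, the log2 ratio of group means here differed from the paper's log2 value by a median of -0.44. After geometric scaling the median difference was 0.017. A shift shared by these genes thus went with the scaling of the samples, and the values as deposited are not on the paper's scale. The paper's fold change of IVL in Table 1 is 9.33, and the ratio of the group mean FPKM was 6.15. Geometric scaling gave 8.63, and leaving out infected replicate 2, infected replicate 3 or non-infected replicate 1 gave 7.08, 6.37 and 6.96, all within the spread of the samples from the paper's value. Without infected replicate 3 the ratio moved little while its SD rose from 2.505 to 3.257, so that setting says little about the gap. Leaving out infected replicate 1 or non-infected replicate 2 or 4 did not close the gap. The paper's fold change of NME2 in Table 2 is 2.2077, and the ratio here was 1.47. Geometric scaling gave 2.06, and leaving out infected replicate 2, infected replicate 3 or non-infected replicate 1 gave 1.78, 1.41 and 1.57, all within the spread of the samples from the paper's value, although 1.41 lies further from it than the ratio over all samples. Leaving out any of the other samples did not close the gap.

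The paper's fold change of TERT in Table 2 is 4.4637, above 1, whereas the ratio here was 0.243, and none of the alternatives set before the data were examined closed the gap. On the log2 scale the paper's value in Additional file 3 is 2.16 and the value here -2.04.

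The paper's fold change of CXCL2 in Table 2 is 3.3373 and that in its Additional file 3 is 162. The ratio here was 67.2 with all samples and 2.45 without infected replicate 1, a setting fixed before the data were examined that lies close to the value of Table 2. For 23 genes of Additional file 3, TERT among them, the ratio of the group means here had the opposite direction. The paper names UBA7 and HERC5 as upregulated. Here their log2 fold changes were 0.53 and 0.30, with adjusted p-values from limma of 0.505 and 0.648. The ratio of group means of UBA7 was 1.85, 2.43 after geometric scaling and 0.997 without infected replicate 3, against the paper's 2.37. The log2 ratio of group means of HERC5 was 0.67, and 1.08 after geometric scaling, against 1.21 in Additional file 3. The paper states that TREM family genes were overexpressed. Here the ratios of TREM1 and TREM2 were 9.30 and 1.72 over all samples (p = 0.700 and 0.400, two-sided exact permutation tests) and 0.253 and 1.27 without infected replicate 1. It gives the genes of apoptosis as expressed at higher levels in infected animals. Here 25 of 46 such genes were higher, close to the 26 higher and 20 lower by the paper's own directions. The paper names IL1B and CXCL8 as upregulated. Here infected replicates 1, 2 and 3 were at an FPKM of 51.2, 0.953 and 1.51 for IL1B, against a mean of 2.32 in non-infected samples. For CXCL8 they were at 376, 0.846 and 0.292, against 0.410.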

Other observations

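The tests of the number of genes against other splits of the samples as deposited, of the hair keratin genes and of myeloid genes, and the first test of tissue loss for the genes at 0 in infected replicate 1, were chosen before their results were seen. The other tests in this part were chosen after the result was seen, and the lists of marker genes were written after parts of Additional file 3 had been read.

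Of the 10 splits of the 6 samples into groups of 3, 4 part both same-numbered pairs as the real split does. Among these 4, 1, the real split, gave as many as 404 genes with an adjusted p-value under 0.05, and likewise 1 of 4 gave as many as 113 after geometric scaling. All other splits, including those that part 1 pair or 0, gave 0 to 4 genes. With so few splits an accidental grouping cannot be excluded by this test.

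Most genes that differed were lower in infected samples. Of the 2602 genes with an unadjusted p-value under 0.05, 90.8% were lower as deposited, and 59.2% of 1846 such genes were lower after geometric scaling. The share of protein-coding FPKM held by the 10 highest identifiers was 9.76 percentage points higher in infected samples. At a fixed total, that share implies a shift of all other genes by -0.18 on the log2 scale. The median was -0.38 as deposited, where the protein-coding totals differed between samples. Scaling to the protein-coding total, an alternative chosen after seeing the data, gave a median of -0.225. Of the genes with an unadjusted p-value under 0.05, 80.1% were still lower after it. After quantile normalization 916 genes were lower and 916 higher. Geometric scaling and quantile normalization centre the samples on each other, so a balance of lower and higher genes largely follows from the step. Part of the shift of the median thus went with the unequal protein-coding totals of the deposited values. A few genes taking more of the signal in infected skin may account for part of what remained. These values cannot tell whether the rest of the excess comes from the normalization or from a wider fall of expression.

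The 34 keratin-associated, hair shaft and root sheath keratin genes fell by a mean of 3.57 on the log2 scale, and 31 of them were lower. After geometric scaling the change was -3.23, and the smallest change with an infected sample left out was -2.74, so neither the scaling nor a single infected sample accounts for it. To ask whether the infected samples held less hair follicle, genes of the follicle that are not keratins were examined. Of 20 such genes, 13 had an identifier in the files, which is too few for the check to count, and it is void for that reason. The 5 of them outside Additional file 3 were all lower, with a mean log2 fold change of -0.98, at percentile 3.76 of 10000 random lists matched on expression. Reads moved between these 34 genes would raise some of them, but 31 were lower and the largest rise was 0.41 on the log2 scale. These values argue against reads moved among these 34 genes as the source of the fall. They do not cover reads shared with genes outside this set. Less hair follicle in the biopsies of infected skin remains possible and cannot be told apart from regulation by the infection.

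Infected replicate 1 had more identifiers at 0 than any other sample. Its depth on protein-coding transcripts was 0.968 times the median of the other samples, so lower depth is not the reason. The lowest percentile of estimated bases per listed transcript in it was 4.72 times the highest of the other samples. A floor on low estimates in this sample would give such a value. The next highest, in non-infected replicate 4, was also raised, at 11.6 bases against 2.03 to 2.47 in the remaining samples. That sample had the fewest identifiers at 0, 761, so a raised low end did not go with more of them there. The test for loss of tissue used 1139 genes at 0 in infected replicate 1 alone, fewer than the 1154 identifiers counted in the Results. Among them, the median log2 ratio of infected replicates 2 and 3 to the non-infected samples was -1.63. That value lay at percentile 0 of random lists matched on expression, but the matching rested on a bin with 3 other genes. Over the 456 of these genes with at least 50 genes to match, the median was -1.67, against -0.98 for random lists, again at percentile 0. A floor on low estimates and a loss of tissue shared by the infected samples are thus both candidate explanations, and the test does not separate loss of tissue from regulation by the infection.

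CXCL8, IL1B and other inflammatory genes were high in infected replicate 1 alone. Over 4 myeloid genes outside Additional file 3, the mean of log2(FPKM + 1) was 3.43 in this sample, 1.39 and 1.19 in infected replicates 2 and 3 and between 1.29 and 1.53 in the non-infected samples, and infected replicate 1 stood 2.15 above the mean of the 2 other infected samples. More neutrophils or other inflammatory myeloid cells in that sample may be a source of the signal, but with a single sample this cannot be told apart from other features of it.

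Of the other lists of marker genes, 6 had at least 80% of their genes found. Over all tested genes of a list, the mean log2 fold change lay at percentile 0 of the random lists for smooth muscle (13 genes) and for sweat and sebaceous gland (15 genes), 0.08 for dermal fibroblasts and matrix (12 genes) and 0.41 for blood vessel endothelium (10 genes). It lay at 83.2 for basal keratinocytes (7 genes) and 98.9 for neutrophils and inflammatory myeloid cells (7 genes). Over the genes outside Additional file 3 the percentiles were, in the same order, 4.75 (3 genes), 2.84 (4 genes), 2.94 (7 genes), 10.7 (6 genes), 83.0 (7 genes) and 97.6 (3 genes). Leaving out the genes of that file leaves out genes by their change, and these percentiles test no explanation. The lists with a smaller share of genes found are too incomplete to count. In them, all 12 tested genes of differentiated keratinocytes were higher, with a mean log2 fold change of 1.46. All 7 genes of melanocytes and all 6 of antigen-presenting cells were lower. Of 9 genes of dividing cells, 2 were higher and 7 lower.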
